A study of Homo sapiens with 4 samples. Its data were reported in "m6A modification enhances the stability of CDC25A promotes tumorigenicity of esophagogastric junction adenocarcinoma via cell cycle" (2024).

How the data were processed

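IGF2BP3 is an RNA-binding protein. In RNA immunoprecipitation followed by sequencing (RIP-seq), an antibody pulls the protein down from a cell lysate and the RNA that comes with it is sequenced, next to an input library made from the lysate before the pull-down. The series held 4 samples of OE-19, an established cell line of adenocarcinoma of the esophagogastric junction. Of these, 2 were IGF2BP3 RIP replicates and 2 were input replicates. Sample groups and replicate numbers were taken from the sample titles. Each RIP replicate had its own peak list, called per sample and not on pooled samples. Input values were not analysed here, so each comparison with input rests on the values that the peak caller of the authors had already computed.

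According to the methods of the study, paired-end reads were mapped to hg38 with Tophat2 and peaks were called with MACS2, both at default settings. The labels mention UV fixation of the cells. The methods of the study, however, give UV crosslinking for LACE-seq, another assay of the study, and not for RIP. They describe no fragmentation of RNA before the RIP pull-down. Each deposited peak carried a position, a summit and 4 values. The fold enrichment is the ratio, given by the authors' peak caller, of the RIP pileup to the local background at the summit. The deposited −log10 p and −log10 q are the caller's values at the summit, the q being corrected for multiple testing. The deposited score was the whole part of the −log10 p multiplied by 10 in 100% of peaks. These values were used only to describe, rank or filter peaks within a list. The smallest deposited −log10 p was 2.0003 in replicate 1 and 2.00226 in replicate 2, and the median −log10 q was 0 in both lists. Those values go with a limit on the uncorrected p of 0.01, whereas the default of MACS2 is a limit on q of 0.05. Which library served as the caller's control is not stated. Read depth is unknown, so no interval for counting error was given.

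Coordinates were those of the lists, in GRCh38 (hg38), written with the first base as 1. All 24 chromosomes were found in the reference, 0 peaks ran past a chromosome end, and 0 peaks lay on the mitochondrial genome. In replicate 1, 13 peaks lay on unplaced scaffolds, and in replicate 2, 12 did. These were left out of gene assignment. Genes, exons and transcripts were those of GENCODE release 44. A peak was assigned to each gene with an exon at its summit, without regard to strand because the lists carry none. Some summits are therefore assigned to several genes, a share of 5.34% in replicate 1 and 5.43% in replicate 2. For positions within mRNAs, the canonical coding transcript of each gene was used. Summits on exactly 1 such mRNA numbered 40172 in replicate 1 and 38687 in replicate 2, and 516 and 519 summits on several mRNAs were left out.

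Peaks of the replicates were counted as shared when they overlapped by at least 1 bp. Pearson's r and Spearman's rho of log2 fold enrichment were computed across shared peaks, which are not independent replicates. Summits of replicate 1 were also counted as near when a replicate 2 summit lay within 100 nt on the same mRNA, against 1000 random placements of the replicate 2 summits within their own mRNAs. Summits were sorted into the stop codon window (200 nt on either side of the stop codon), 3′ UTR, 5′ UTR and CDS outside that window, and the shares were tested against 1000 random placements within the same mRNAs with one-sided permutation tests, for which the smallest possible p is 0.001. No side had been fixed beforehand, and the side tested was that of the observed mean ratio, so that the one-sided p is too small by up to a factor of 2. The two-sided p was 0.002 for each of the 4 regions in both replicates. TGGAC, the DNA form of the UGGAC sequence that the study names, was counted in windows of 101 nt around summits and in control windows of the same mRNA and region outside all peaks, with a two-sided Fisher's exact test per replicate. Its rank was taken among all sequences of 5 bases. Benjamini-Hochberg adjustment covered the 8 region tests and the 6 motif tests as 2 families.

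Named genes followed a rule set before the data were examined: CDC25A and 9 other genes that the study names as targets or cell cycle genes, the 5 protein-coding genes with the highest fold enrichment, and the 5 with the most exonic peaks, both by the mean over replicates among genes with a peak in both. Alternatives set at the same time were a −log10 q of at least 5, a fold enrichment of at least 5, leaving out each replicate, other overlap rules, other gene assignments, other transcripts and windows, and other control sequences. A limit of q at 0.05, a limit of p at 1e-05 and windows of 100 nt on either side of the summit with controls of matched GC content were added after the data had been seen.

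The statistics were tested on simulated data. With 10% of 20000 simulated summits moved into the stop codon window, the share found was 20.1% against 20.5% put in. With TGGAC planted in 10% of 10000 windows, the ratio found was 1.99 against 2.02 put in. The other simulated summits were spread evenly along mRNAs, and the windows were random sequence of equal base frequencies. These checks therefore do not cover a CDS excess or a difference in GC content between windows. Computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9 and samtools 1.23.1. HOMER motif discovery and pathway analysis were not run here.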

Results

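To describe where IGF2BP3-bound RNA was recovered in OE-19 cells, the peak lists of both IGF2BP3 RIP replicates were examined. Replicate 1 held 44622 peaks and replicate 2 held 42723, a mean of 43672.5 ± 1342.8 peaks (SD, n = 2). The peaks covered 7.74 ± 0.727 Mb (SD, n = 2) of the genome, and their median width was 112 ± 4.24 bp (SD, n = 2). The median fold enrichment assigned by the authors' caller was 2.91 ± 0.0175 (SD, n = 2), with a highest value of 11.7 in replicate 1 and 10.2 in replicate 2. Most peaks did not pass a correction for multiple testing. A q of at most 0.05 was reached by 4360 peaks in replicate 1 and 3193 in replicate 2, or 8.62% ± 1.62 (SD, n = 2) of the lists, and a q of 1 was assigned to 64.1% ± 3.68 (SD, n = 2). Of the alternatives tried, a −log10 q of at least 5 reduced the number of peaks most, to a mean of 226.5 per replicate.

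The first comparison asked how far the replicates gave the same peaks. Of the replicate 1 peaks, 60.2% overlapped a replicate 2 peak, and of the replicate 2 peaks, 64.2% overlapped a replicate 1 peak, which came to 62.1% of all peaks. When each replicate was restricted to peaks with a −log10 q of at least 5, 11.9% were shared, the largest change among the alternatives. Peaks with a q of at most 0.05 overlapped some deposited peak of the other replicate in 84.3% of cases in replicate 1 and 85.1% in replicate 2, compared with 57.6% and 62.5% of the peaks with a q above 0.05. On mRNAs with summits in both replicates, 58.5% of 38921 replicate 1 summits lay within 100 nt of a replicate 2 summit, whereas random placement within the mRNA gave 31.4% (one-sided permutation test, p = 0.001, the smallest possible). Placement within the same UTR or CDS, added after the data had been seen, gave 40.7% (one-sided permutation test, p = 0.001). Fold enrichment was weakly correlated between replicates. Across 26847 shared peaks, Pearson's r of log2 fold enrichment was 0.322 and Spearman's rho was 0.301. For peaks with a −log10 q of at least 5 in both lists, r was 0.65, but over 27 pairs. Limits that left more pairs also gave a higher r than all shared peaks. It was 0.453 over 356 pairs with a fold of at least 5 and 0.473 over 931 pairs with a q of at most 0.05. With a p of at most 1e-05 it was 0.636 over 1815 pairs.

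The second comparison concerned the genes bound. Exonic summits were found in 7666 genes in replicate 1 and 7387 in replicate 2. Both replicates had an exonic summit in 6345 genes, which was 72.9% of the 8708 genes found in either, and 5619 of the 6345 were protein-coding. With a −log10 q of at least 5 the number of genes in both replicates was 53, and with a q of at most 0.05 it was 1014. No peak reached a q of 0.05 in either replicate for 4162 of the 6345 genes. By gene type, protein-coding genes held 97.6% ± 0.121 (SD, n = 2) of exonic summits, long noncoding RNAs 1.81% ± 0.0862 and pseudogenes 0.57% ± 0.0313 (SD, n = 2 each). Restricting the lists to a −log10 q of at least 5 raised the protein-coding share to 99.3%.

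The third comparison asked where in mRNAs the summits lay. The CDS outside the stop codon window held 72.0% ± 1.12 (SD, n = 2) of summits, whereas random placement in the same mRNAs gave 47.4%. The 3′ UTR held 15.9% ± 0.903 (SD, n = 2) against 40.6% by placement, so that summits were fewer there than placement gave, at a ratio of 0.392. The 5′ UTR held 3.69% ± 0.0864 (SD, n = 2) against 4.44%. The stop codon window held 8.37% ± 0.132 (SD, n = 2) against 7.54%, a ratio of 1.11. Each of these 4 differences had the same direction in both replicates and exceeded the spread between them, with p = 0.001 in all 8 one-sided permutation tests, also after adjustment. No excess in the stop codon window passed the test under stricter limits on q, p or fold. With a fold of at least 5 the share was 6.96% against 6.60% by placement (two-sided permutation tests, p = 0.12 and 0.811). With a −log10 q of at least 5, the window held 3.60% of summits against 6.97% by placement, and with a q of at most 0.05 it held 6.76% against 6.78%. The replicates differed under the first of these limits. The share was 5.78% against 6.75% in replicate 1 and 1.42% against 7.18% in replicate 2 (two-sided permutation tests, p = 0.609 and 0.01). Among peaks shared by both replicates the excess was present, with 8.70% against 7.09%, a ratio of 1.23 (one-sided permutation tests, p = 0.001 in both replicates). In the peaks with a q of at most 0.05, the CDS share was 86.3% and the 3′ UTR share 4.01%. Along the CDS, the ratio to placement in replicate 1 was 1.09 in the first of 20 equal bins, 1.77 in bin 17, where it was highest in both replicates, and 1.37 in bin 20. It was 0.787 in the first bin of the 3′ UTR. Within 200 nt of stop codons, 2372 summits came before and 948 after in replicate 1, and 2249 and 896 in replicate 2. Over all deposited peaks, the stop codon excess therefore goes with the CDS side of the window. It does not show a peak at the stop codon.

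**Figure D1:**
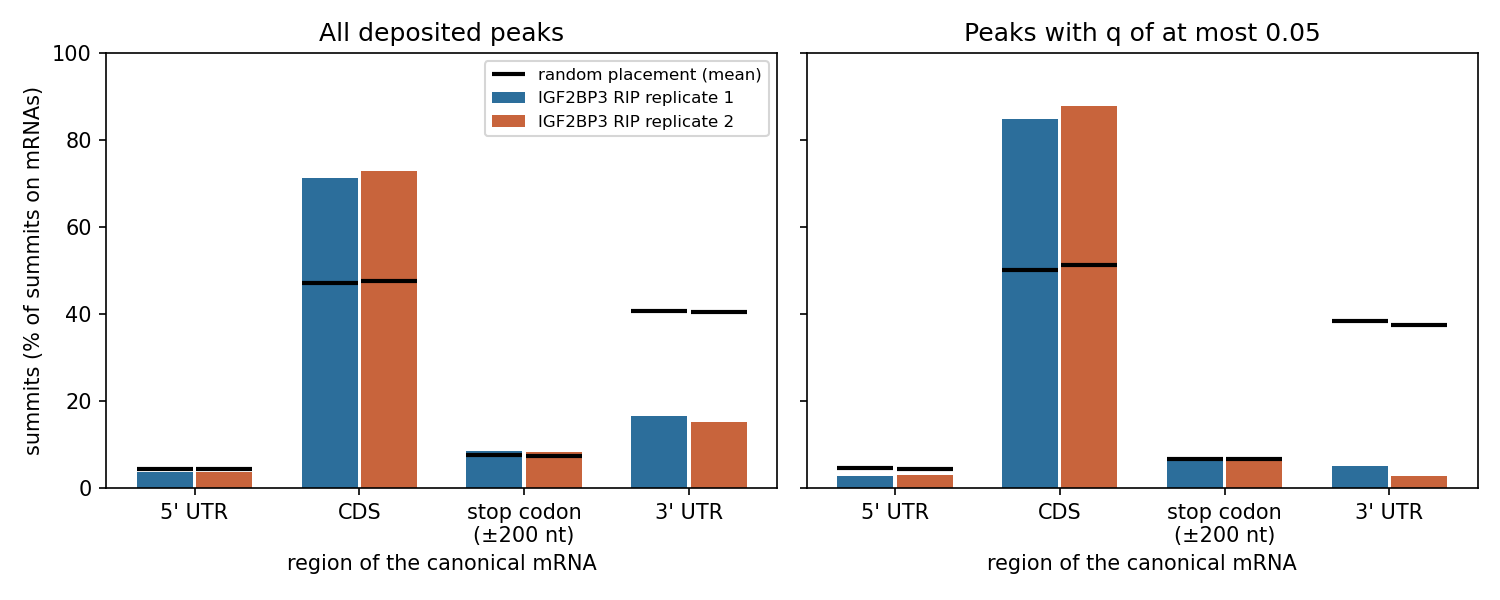
Share of summits (percent of summits on mRNAs, vertical axis) in each region of the canonical mRNA (horizontal axis), for all deposited peaks and for peaks with a q of at most 0.05. Bars are the individual IGF2BP3 RIP replicates and black lines the mean of 1000 random placements; the CDS bars lie above placement and the 3′ UTR bars below it in both panels.

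**Figure D2:**
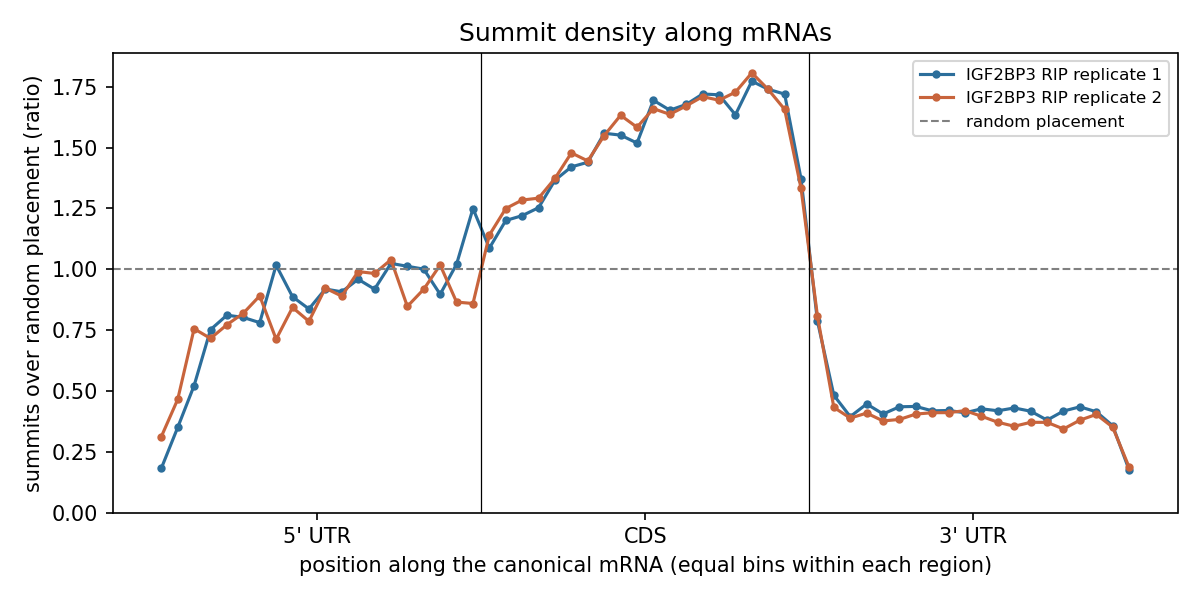
Ratio of summits to random placement (vertical axis) in 20 equal bins of the 5′ UTR, CDS and 3′ UTR (horizontal axis), 1 line per IGF2BP3 RIP replicate, with the dashed line at a ratio of 1. Both lines are higher late in the CDS than at its start and drop at its end.

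To examine the sequence named by the study, TGGAC was counted around summits. It was present in 12.9% ± 0.00332 of summit windows and 12.1% ± 0.223 of control windows (SD, n = 2 each). The ratio was 1.08 in replicate 1 (Fisher's exact test over 35826 windows of each kind, p = 0.000119, adjusted p = 0.000238) and 1.05 in replicate 2 (Fisher's exact test over 34305 windows of each kind, p = 0.0118, adjusted p = 0.0177). By mean ratio, TGGAC ranked 347 among all sequences of 5 bases, and the highest ratio, 1.34, was that of CACTC. Restricting summits to a −log10 q of at least 5 moved the mean ratio most, to 0.895. Against control windows of matched GC content the ratio was 1.01, with Fisher's exact p of 0.692 and 0.776. In windows of 100 nt on either side of the summit the mean ratio was 1.10 (Fisher's exact test, p = 5.88e-09 and 2.07e-12), and among shared peaks it was 1.08 (Fisher's exact test, p = 0.00386 and 0.00651). GGAC alone had a ratio of 0.998, and 1.02 in those wider windows (Fisher's exact test, p = 0.00619 and 0.0021). Against wider control windows of matched GC content it was 1.01 (Fisher's exact test, p = 0.23 and 0.0227). Among shared peaks it was 1.01, and 1.05 against dinucleotide-shuffled summit windows. Under stricter limits the GGAC ratio lay below 1 in both replicates. The mean was 0.900 with a fold of at least 5 (Fisher's exact test, p = 0.0164 and 0.298). With a p of at most 1e-05 it was 0.948 (Fisher's exact test, p = 0.387 and 0.008). DRACH, the consensus of m6A sites (D being A, G or T, R being A or G and H being A, C or T), was present in 87.9% ± 0.376 of summit windows and 85.6% ± 0.225 of control windows (SD, n = 2 each). Its ratio was 1.03 in both replicates (Fisher's exact test, adjusted p = 4.77e-17 and 1.01e-19). The DRACH ratio was 1.01 against control windows of matched GC content, 1.05 for peaks with a q of at most 0.05, and 0.984 against dinucleotide-shuffled summit windows, where the direction changed.

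CDC25A, the gene the study followed up (ENSG00000164045.12, chromosome 3, positions 48157146 to 48188417, minus strand), had 1 exonic peak in each replicate, and these overlapped. The replicate 1 peak spanned positions 48158681 to 48158937, within the 3′ UTR in exon 15, with its summit 15 nt past the stop codon. Its fold enrichment was 3.10, with an uncorrected p of 4.56e-05 and a q of 0.336 from the authors' caller. The replicate 2 peak spanned 48158909 to 48159047, across the stop codon, with its summit 17 nt past it, a fold enrichment of 2.26 and a q of 1. The CDC25A values ranked at percentile 28.6 of the highest folds of protein-coding targets in replicate 1 and at percentile 4.95 in replicate 2.

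**Figure D3:**
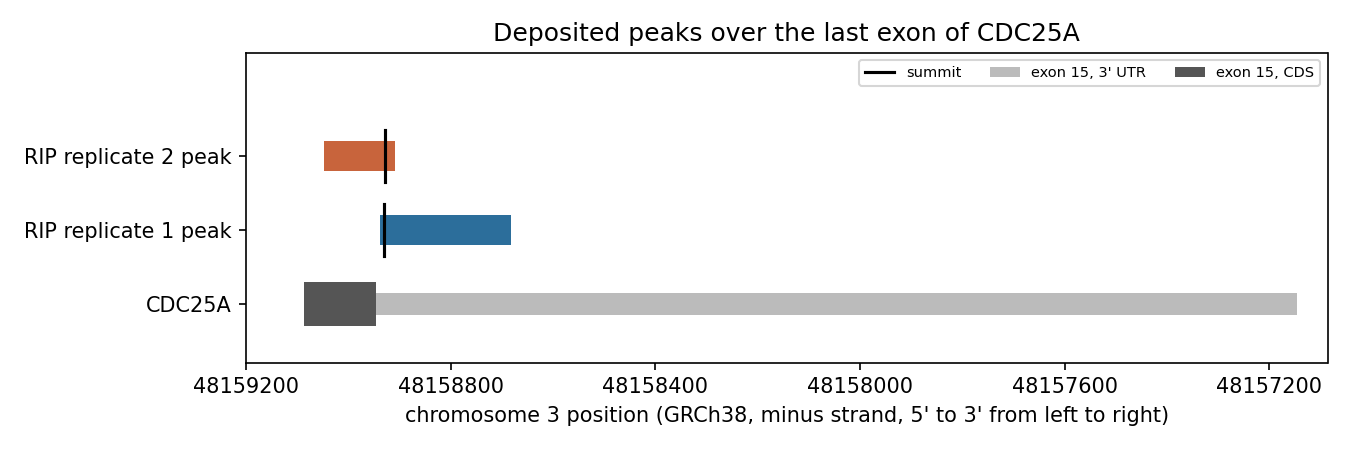
Deposited CDC25A peaks over the last exon of the gene, by position on chromosome 3 of GRCh38 (horizontal axis, drawn from 5′ to 3′), 1 row per IGF2BP3 RIP replicate, with a black line at each summit. The peaks overlap just past the stop codon.

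Of the 10 listed genes, 3 had an exonic peak in both replicates and 6 had none in either. CCNE2 (chromosome 8, 94879770 to 94896678) had 3 and 4 exonic peaks, all in the CDS, with highest folds of 2.92 and 3.33. WEE1 (chromosome 11, 9573670 to 9593457) had 2 peaks per replicate, none of which overlapped a peak of the other replicate, and 1 of them, in exon 6 in replicate 1, had a q of 0.0427. That was the sole peak with a q of at most 0.05 among the 15 exonic peaks of the listed genes. MYC (chromosome 8, 127735434 to 127742951) had 2 peaks in replicate 1 and 0 in replicate 2. CDC6, CDK4, CHEK2, E2F1, E2F3 and CCND1 had 0 exonic peaks. Since the lists hold peaks above a limit and the depth is unknown, such genes were without a called peak, which does not exclude binding.

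The genes with the highest fold enrichment were SEC24B, with folds of 10.8 and 9.77 in replicates 1 and 2, R3HDM2 with 10.1 and 10.2, MBNL1 with 10.8 and 9.24, and EIF4G3 with 10.9 and 8.86. The gene ENSG00000258830 overlaps R3HDM2 and shares its strongest peaks, so its folds of 10.1 and 10.2 cannot be assigned to one of them. For EIF4G3, the strongest peaks of both replicates lay in exon 13, on chromosome 1 at 20949981 to 20950136 in replicate 1 and 20949987 to 20950130 in replicate 2. The strongest peaks of replicates 1 and 2 lay in exons 6 and 3 of SEC24B, 21 and 19 of R3HDM2, and 8 and 3 of MBNL1. The fold pairs of these genes therefore come from different sites, although each of these peaks overlapped a peak of the other replicate. The most exonic peaks were found in SYNE2, with 86 and 92 peaks in replicates 1 and 2, UBR4 with 88 and 79, BLTP1 with 83 and 83, BIRC6 with 72 and 71, and DST with 68 and 70. These genes have long coding sequences, from 14574 nt in BIRC6 to 23457 nt in DST.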

Values the study reported

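The study reported a correlation between biological replicates of r = 0.89 for RIP-seq. From the RIP samples, 6821 potential target genes were reported. The binding sites were described as enriched around stop codons and within 3′ UTRs. It also stated that 79% of IGF2BP3 binding sites fell in protein-coding transcripts.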

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

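The tests here were set before their results were seen. Peaks with summits outside annotated exons did not enter the report's comparisons of genes, mRNA regions or motifs in their main setting. They are among the peaks counted, tested for overlap and correlated between replicates, and can enter alternatives that assign peaks by gene body, by any overlap with an exon or by their midpoint. Of all peaks, 3.05% (mean of 2 replicates) had summits in introns and 0.988% between genes, and these are noted because signal appeared outside the transcripts those comparisons covered. No control sample had a peak list for comparison. Genomic DNA in the libraries as the whole source would give introns and intergenic sequence equal density, but introns held 0.823 summits per Mb and intergenic sequence without unsequenced bases 0.373, a ratio of 2.21. Chance calls are argued against as well: 46.8% of 1426 intronic replicate 1 peaks overlapped a replicate 2 peak, whereas random placement in introns of the same genes gave 1.08% (one-sided permutation test, p = 0.001, the smallest possible). Only the summits of these peaks had to lie in introns, and any replicate 2 peak counted, also one in a neighbouring exon. The test therefore does not show that signal within introns recurred. Between genes, 42.8% of 463 replicate 1 peaks overlapped one of replicate 2. Unannotated exons, unspliced RNA and reads mapped to near-identical copies stay open and were not tested. No biological explanation was tested.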

How the results depend on the processing

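The limits of q at 0.05 and p at 1e-05, and windows of 100 nt on either side of the summit with controls of matched GC, were chosen after seeing the data, and the other alternatives before. Of the 48 values with a test under alternatives that used both replicates, 37 kept their direction and side of the threshold. Leaving out a replicate is no check of stability for the means here, since with 2 replicates each lies within 1 SD of the mean by construction. A count of genes in both replicates is not defined for 1 replicate; single replicates gave 7387 and 7666 genes. The cause of each change below was not tested, except that stricter limits leave fewer peaks. No paired analysis was possible because input values were not used here and the results come from no test between groups.

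With a −log10 q of at least 5, the mean number of peaks was 226.5, the shared percentage 11.9, r 0.65, the genes in both replicates 53, the protein-coding percentage 99.3, the stop codon percentage 3.60 (reversed; below placement in both replicates, past the test in replicate 2 alone) and the TGGAC ratio 0.895 (reversed, past the test in no replicate). With a fold of at least 5 these were 1725, 20.6, 0.453, 479, 99.1, 6.96 (no longer past the threshold) and 0.957 (reversed, past the test in no replicate). With q of at most 0.05 they were 3776.5, 24.7, 0.473, 1014, 98.9, 6.76 (reversed) and 0.971 (reversed). With p of at most 1e-05 they were 6576.5, 27.7, 0.636, 1709, 98.3, 6.84 (reversed) and 0.989 (reversed). The mean ratios under these last 2 limits lay below 1 while the replicates differed in direction and no replicate passed a two-sided test (for the stop codon, permutation p from 0.256 to 0.909), so they show no detectable difference, not an opposite effect.

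The genes in both replicates were 6629 by any overlap of a peak with an exon, 7259 by summits anywhere in the gene body and 5619 among protein-coding genes, with no spread to set these changes against. Requiring 50% of both peaks to overlap gave 39.9% shared and r of 0.313, and using −log10 p in place of fold gave r of 0.264. The protein-coding share was 98.1% for summits in exons of 1 gene. TGGAC was no longer past the threshold in windows of 25 nt on either side of the summit (ratio 1.05) or against control windows of matched GC (1.01), and the GGAC ratio of 0.998 was no detectable difference from 1. TGGAC stayed past the threshold in windows of 100 nt on either side (1.10), there also against controls of matched GC (1.09), and in shared peaks (1.08), where the stop codon excess was present too (8.70%). The 3′ UTR and 5′ UTR deficits and the CDS excess kept their direction and threshold under every alternative tried. The 3′ UTR share ranged from 0.17% to 16.7% and the CDS share from 71.2% to 95.0%. With a −log10 q of at least 5, TGGAC rests on 153 and 57 windows, which limits that ratio.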

Other observations

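The tests chosen only after the result was seen were those of a list limit at an uncorrected p of 0.01, of shorter 3′ UTRs, of the fold grid, of placement within the same UTR or CDS and of peaks with a q of at most 0.05. Control windows of matched GC content were an alternative set beforehand, but their use as a test of GC content was chosen after their result was seen. The same control for windows of 100 nt on either side of the summit was chosen after the data had been seen, with its own result unseen.

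The correlation of log2 fold enrichment between replicates was 0.322 here. That is lower than the value quoted from the study above. The methods of the study name Spearman correlation, and the values it was computed on are not known here; Spearman's rho of fold enrichment was 0.301. Across 7259 protein-coding genes with a peak in either replicate, the number of exonic peaks per gene correlated at r = 0.947 and rho = 0.845, and across 5619 targets the highest log2 fold correlated at r = 0.738 and rho = 0.724. Across 5523 targets, the mean number of peaks also went with CDS length (rho = 0.486) and exon number (rho = 0.473). Such gene properties are the same in both replicates and can raise the agreement of peak counts. Genes are not independent replicates.

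Most deposited peaks had a q above 0.05. The smallest −log10 p of both lists, 2.0003, fits lists limited by an uncorrected p of 0.01. Peaks with a q above 0.05 are not explained as chance calls alone. Of such replicate 1 summits, 55.9% lay within 100 nt of a replicate 2 summit, against 30.5% by placement within the mRNA and 39.1% by placement within the same UTR or CDS (one-sided permutation tests, p = 0.001 each, the smallest possible). Recurrence does not show binding, since a shared bias of the libraries or the background could also give it and was not tested.

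The fold values repeated at fixed steps. A hypothesis is an input library sequenced less deeply than the RIP library, the RIP pileup being scaled down by a constant. In peaks whose p and fold fit a background of 1, the step of the scaled pileup was 0.288 in replicate 1 and 0.265 in replicate 2. The same step held for 100% of the 5761 and 3575 peaks with backgrounds of 2 to 10, where chance gives 10%. Under this hypothesis the RIP libraries may have been 3.47 and 3.77 times as deep as their input. The p and fold of 18.3% of replicate 1 peaks and 14.4% of replicate 2 peaks fit a background of 1, which under the same hypothesis would be a single input read.

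The share of summits in the 3′ UTR was 15.9% here, against 40.6% by placement. That is the opposite direction to the description of 3′ UTRs quoted from the study above, but the measures are unlike. The study's passage covers RIP-seq and LACE-seq sites and cites metagene profiles and peak distributions. The value here compares deposited RIP peaks, most with a q above 0.05, with placement by length. Which peaks and background the study used is not known here. Summits were denser in the CDS than in the 3′ UTR by a factor of 3.70 ± 0.203 (SD, n = 2). A candidate technical explanation is a lower local background of the caller for short exons set in introns. As the whole cause it is argued against, because the ratio was still 1.99 ± 0.00302 (SD, n = 2) within exons of at least 1000 nt. Within last exons of that length it was 2.69 ± 0.0135 (SD, n = 2), so its size depended on which long exons were counted. As part of the cause it stays open, since the ratio was lower in both sets of long exons than over all exons. Where stop codons lay at least 1000 nt inside the last exon, summits in the 200 nt after them were fewer than in the 200 nt before, at a mean ratio of 0.391 (22 against 57 in replicate 1, exact binomial test, p = 0.000103; 19 against 48 in replicate 2, exact binomial test, p = 0.000522). The 3′ UTRs of these cells being shorter than annotated is also argued against as the whole cause, since that ratio over all stop codons was 0.399. Within the CDS, density relative to placement in replicate 1 was 1.96 in exons under 150 nt and 0.861 in exons of at least 1000 nt. Whole-number backgrounds were more frequent in the shorter exons by a mean of 2.13 percentage points, with 34.2% against 29.4% in replicate 1 but 23.0% against 23.5% in replicate 2. Exons of 150 to 300 nt had more of them than either, 41.3% and 30.7%, and exons of 300 to 1000 nt had 38.7% and 31.3%. The measure thus did not follow exon length, and the effect of the local background on this trend cannot be told apart from other causes. Binding of IGF2BP3 along the CDS stays open, as untested, since input values were not used here. Whether the RIP was crosslinked is also unclear, and no fragmentation before the pull-down is described. The summits therefore need not mark bound sites.

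The stop codon excess goes with the CDS side of the window and does not show enrichment at the stop codon itself. Whether long last exons add to it cannot be told apart from the CDS pattern above. Within last exons, the window share was 1.96 times that of placement in the same exon, but part of the window is CDS and last exons are mostly 3′ UTR, where summits were few, so a ratio above 1 follows from that contrast. Of all summits in the 200 nt on either side of stop codons in replicate 1, 2372 came before and 948 after (exact binomial test, p = 4.79e-139). The deficit in the 5′ UTR was largest at the transcript start. The ratio to placement was 0.182 and 0.312 in the first of 20 bins in replicates 1 and 2, and 1.25 and 0.859 in the last. That gradient goes with loss of reads at the transcript end. Beyond 200 nt from the start the ratio was still 0.818, but shares are relative, so the CDS excess lowers it. Loss of reads as the whole cause stays open.

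For TGGAC, the test of base composition set beforehand used dinucleotide-shuffled summit windows and gave a ratio of 1.21, which argues against base composition as the whole cause of its frequency. Control windows, however, also exceeded the shuffled windows (12.1% against 10.7%), so that test does not address the difference between summits and controls. Matching GC content, a test linked to this question after its result was seen, gave a ratio of 1.01, and summit windows had a GC content of 48.8% against 47.7% in replicate 1. GC content is therefore a candidate explanation of the small excess in windows of 50 nt on either side of the summit. Other widths go against it as a general cause. In windows of 100 nt on either side the GC contents were closer, 48.4% against 47.9% in replicate 1, yet the TGGAC ratio was higher, at 1.10, and it was still 1.09 against control windows of that width and matched GC content (Fisher's exact test, p = 8.89e-06 and 6.20e-11). In windows of 25 nt on either side the GC contents were further apart, 49.4% against 47.8%, and the ratio was 1.05. A motif at the binding site stays open: TGGAC starts within 25 nt of the summit were 1.04 times as dense as at 100 to 150 nt (exact binomial tests, p = 0.194 and 0.0946), an excess not detectable here. For peaks with a q of at most 0.05 the TGGAC ratio lay below 1, at 0.946 in replicate 1 and 0.869 in replicate 2 (exact binomial tests, p = 0.431 and 0.0929). That difference was not detectable either. CATH (H being A, C or T), a tetramer known for the IGF2BP family, was 1.06 times as dense near the summit (exact binomial tests, p = 1.20e-07 and 2.30e-17). For peaks with a q of at most 0.05 the CATH ratio was 0.997 in replicate 1 and 1.07 in replicate 2, so the pattern was not seen in both replicates there. An excess near the summit was also seen for ACACC, at 1.27 and 1.23 (exact binomial tests, p = 6.26e-21 and 5.82e-15). ACACC ranked 3 by mean ratio in the same summit windows, so its excess near the summit was partly preset. It ranked 1 against control windows of matched GC content (mean ratio 1.25) and for peaks with a q of at most 0.05 (1.70). ACACC is therefore no neutral comparison, and whether the excess is particular to CATH stays open. For peaks with a q of at most 0.05 the ACACC ratio was 1.22 and 1.20 (exact binomial tests, p = 0.00619 and 0.031).

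Peaks wider than 1000 bp numbered 843 in replicate 1 and 641 in replicate 2. Reads that span introns are argued against as their source, since a mean of 2.16% of them contained a whole intron. In replicate 1, 81.6% lay within 1 exon. No biological explanation was tested.

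Both CDC25A guide sequences given in the study's methods were matched to the CDC25A transcript. One matched the CDS, across an exon junction. The other matched the 3′ UTR on chromosome 3 at 48158658 to 48158697 and shared 17 bp with the replicate 1 peak and 0 with the replicate 2 peak.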
